A study of Mus musculus with 12 samples. Its data were reported in "Xist exerts gene-specific silencing during XCI maintenance and impacts lineage-specific cell differentiation and proliferation during hematopoiesis" (2022).

How the data were processed

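YY1 ChIP-seq libraries were prepared by the authors from lineage-negative (Lin−) bone marrow cells of 3-month-old female mice, 2 from wild-type (WT) mice and 2 from mice in which Xist was deleted in blood cells (XistΔ/Δ). YY1 is a zinc-finger transcription factor that binds promoters and enhancers, and Xist is the long noncoding RNA that coats and silences the inactive X chromosome. Lin− cells are the stem and progenitor cells that remain after cells with markers of mature blood lineages are removed. The deletion was made by crossing mice with a floxed Xist allele to mice with a Vav-iCre transgene, in which sequences of the blood-specific gene Vav1 drive the Cre recombinase. The labels do not say whether the WT mice carried the transgene. The series has 12 samples. The 8 samples of the histone marks H3K27me3 and H3K4me3 were not analysed here.

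Per the methods of the study, chromatin was digested with micrococcal nuclease, reads were trimmed with TrimGalore and aligned to the mouse genome build mm10 (GRCm38) with Bowtie2, reads of low mapping quality and duplicate reads were removed, and peaks were called with HOMER findPeaks. Per the file headers, peaks were called in each library separately, replicates were not pooled, peaks of 500 bp at least 500 bp apart were joined into regions of variable length, the false discovery rate was 0.001, a peak needed a tag density 4 fold above its surroundings, and the command named no input library. Peaks therefore also reflect local copy number and the openness of chromatin, and the number of peaks moves with depth, since a deeper library brings weaker sites over the calling threshold. A tag is an aligned read or read end as HOMER counts it. The headers give 24.9 and 50.0 M tags for WT replicates 1 and 2 and 23.1 and 59.5 M tags for XistΔ/Δ replicates 1 and 2, and tag thresholds of 22, 33, 22 and 37 per peak in the same order. The directory names in the headers carry a number that the replicate 1 libraries share and another that the replicate 2 libraries share. Its meaning is not stated, and it was treated as a batch: values within each replicate number are given beside the pooled ones. The headers number the replicates otherwise than the labels do, and the labels were followed.

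Each deposited list gives the position of every peak and a score. The score in the deposited lists is 1 for every peak, so it ranks nothing. The comparison of ranks had been designed for the score with peak width as the substitute, and width was used. The lists are in an order that the headers do not explain. The rank correlation of that order with peak width across peaks was 0.943 and 0.961 in WT replicates 1 and 2 and 0.922 and 0.960 in XistΔ/Δ replicates 1 and 2 (peaks are not independent replicates), and the order in the list served as an alternative rank chosen after the data were examined. As it follows width so closely, it is not an independent measure. The summed width of a library's peaks in a region was another rank chosen then. Width has many ties: between 18.5% and 24.0% of the peaks of a library had the most frequent width, 501 bp. No tag count per peak was used here, so differences in binding strength could be compared only by rank.

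Peaks of the 4 lists that shared at least 1 bp were merged into regions. Consensus regions were those called in at least 2 of the 4 libraries, after the rule of the study. A region or peak was TSS-proximal when it lay within 3 kb of a transcription start site (TSS) of any GENCODE M21 transcript and TSS-distal otherwise. No peak ran past the end of a GRCm38 chromosome. Peaks on the mitochondrial genome and on chromosome Y were left out of comparisons of the X with autosomes. A region was KO-specific when both XistΔ/Δ libraries and neither WT library had a peak there, and WT-specific in the opposite case. For ranks, the widest peak of each library in each consensus region was turned into a percentile among all consensus regions of that library, with ties sharing their mean and 0 for a region without a peak. A region was higher-ranked when its percentile was higher in XistΔ/Δ than in WT within both replicate numbers, and lower-ranked in the opposite case. A peak of 501 bp had a percentile of 42.1 in WT replicate 1 and 40.6 in XistΔ/Δ replicate 1. In replicate 2 the values were 7.99 and 5.47. A region with that width in all 4 libraries thus counts as lower-ranked without a change in width. A region without a peak in either library of a replicate number cannot be higher-ranked or lower-ranked, and results without such regions are given beside the others.

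Numbers of peaks and shares of peaks were compared over the libraries with a two-sided exact permutation test, which with 2 against 2 libraries cannot give a p-value below 0.333. Shares of regions on the X and on autosomes were compared with two-sided Fisher's exact tests and 95% exact conditional intervals, and their p-values were adjusted by Benjamini-Hochberg over the 6 tests of a family (both directions in all, TSS-proximal and TSS-distal regions). Odds ratios of TSS-proximal and TSS-distal regions were compared with Zelen's exact test, chosen after the data were examined. Regions are not replicates, so these tests describe the 4 libraries and not a population of mice. The X was also ranked among the 20 chromosomes, where the smallest one-sided p-value is 0.05. Intervals for shares of peaks are 95% Wilson intervals and, like the exact ones, cover counting error only. Groups, tests, the list of 12 X-linked genes and the rule for the regions named were fixed before the data were examined. The rule names Xist, the 12 listed genes, up to 5 KO-specific and 5 WT-specific regions on the X and up to 3 of each on autosomes, in the order of their mean percentile in the libraries that have them. The listed genes were taken from the text of the study. All but Firre were named there as upregulated escape genes, and Firre as an example of increased YY1 binding at enhancers in embryonic fibroblasts. The study's other fibroblast examples, Vbp1 and Zfp185, were not listed. For Lin− cells, the study reports increased YY1 binding at promoters of commonly upregulated X-linked genes such as Ddx3x, so the listed genes are not independent evidence. The comparison of their promoters with other promoters was added later.

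Alternatives covered the TSS window, the share of a region that a peak must cover, the number of libraries that a consensus region needs, lists of equal length, the rank used, the regions that enter, the use of the replicate number and the leaving out of libraries. The closing section gives their effect. The merging, ranking and Fisher's tests were tested on simulated lists of 19764 regions with the chromosomes and TSS classes of the real ones. In 200 simulations without a change, the test of higher-ranked regions gave an unadjusted p-value under 0.05 for TSS-distal regions in 4.0% and for TSS-proximal regions in 6.0%. With X-linked TSS-distal regions made stronger in XistΔ/Δ, the TSS-distal test did so in 100% of 200 simulations and the TSS-proximal test in 5.5%. The size of that change was a setting, so 100% is not the power in the real lists. Apart from it, the simulated strength of a region did not depend on chromosome, TSS class or neighbours. Real X-linked and autosomal regions differ in how often peaks are missing, so these rates do not give the error rate in the real lists. All 40 KO-specific regions planted in a simulation were found. They were given peaks in both XistΔ/Δ lists and in neither WT list, so this checks the merging and the rule and not the sensitivity. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.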

Results

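YY1 peaks in Lin− cells of female mice were compared between WT and XistΔ/Δ, with 2 libraries per genotype, over all chromosomes and between the X and autosomes. The lists held 9553 and 15933 peaks in WT replicates 1 and 2, and 10075 and 18113 peaks in XistΔ/Δ replicates 1 and 2. The replicate 2 libraries were the deeper ones in both genotypes, with 50.0 M tags against 24.9 M tags in WT and 59.5 M tags against 23.1 M tags in XistΔ/Δ. Tags in peaks made up 3.58% and 4.87% of all tags in WT replicates 1 and 2 and 3.59% and 4.88% in XistΔ/Δ replicates 1 and 2, so this share followed the replicate number and not the genotype. Median peak widths were 892 and 925 bp in WT and 777 and 892 bp in XistΔ/Δ.

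The deleted gene was examined first. Xist (ENSMUSG00000086503.4) lies on the minus strand of chromosome X from 103460366 to 103483254 (GRCm38). A region from 103481123 to 103484345 spans its TSS and the beginning of its transcript (annotated exon). It held a peak of 3083 bp in WT replicate 1 and of 3222 bp in WT replicate 2, at percentiles 99.4 and 97.6 of the consensus regions of those libraries. Neither XistΔ/Δ library had a peak there. At the other end of the gene, near a TSS of Gm27733 (ENSMUSG00000099312.1), a region from 103459726 to 103460509 had a peak in WT replicate 2 (633 bp) and in XistΔ/Δ replicate 2 (784 bp), the deeper libraries, and in neither replicate 1 library. Next to Xist, at the noncoding gene Jpx (ENSMUSG00000097571.9), which was named after its values were seen, a region from 103492635 to 103495607 that reaches into a Jpx exon had a peak in all 4 libraries, at percentiles 93.5 and 93.5 in WT and 95.6 and 97.0 in XistΔ/Δ.

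**Figure D1:**
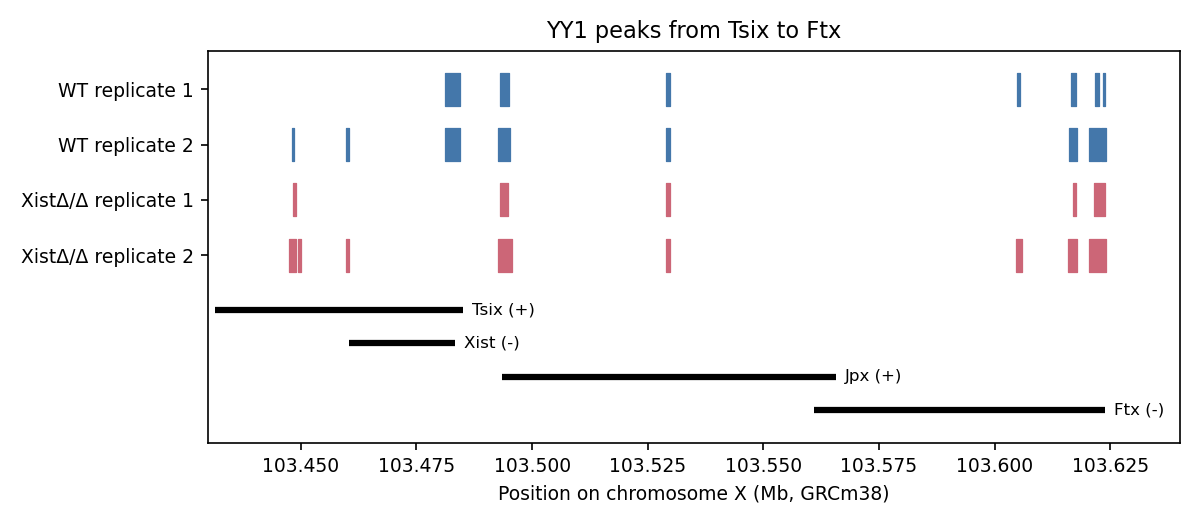
Positions of YY1 peaks (boxes) in each of the 4 libraries along chromosome X in Mb, with the annotated extents and strands of Tsix, Xist, Jpx and Ftx as black bars. The peak at the start of Xist, from 103481123 to 103484345, is present in both WT libraries and in neither XistΔ/Δ library.

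The number of peaks did not differ between genotypes by more than the spread between replicates. The mean was 12743 ± 4511 peaks (SD, n = 2) in WT and 14094 ± 5684 (SD, n = 2) in XistΔ/Δ, a ratio of 1.11 (two-sided exact permutation test, p = 0.667). Within replicate numbers, the ratio of XistΔ/Δ to WT was 1.05 in replicate 1 and 1.14 in replicate 2. Dividing by depth moved this result most among alternatives that keep all 4 libraries: peaks per M tags gave a ratio of 1.05, and they were higher in XistΔ/Δ in replicate 1 (435 against 384) and lower in replicate 2 (304 against 319). Leaving out 1 library changed the direction, with a ratio of 0.885 without WT replicate 1, 0.791 without XistΔ/Δ replicate 2, 1.48 without WT replicate 2 and 1.42 without XistΔ/Δ replicate 1.

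The X chromosome held 210 peaks (2.20%, 95% Wilson interval 1.92% to 2.51%) in WT replicate 1, 382 (2.40%, 2.17% to 2.65%) in WT replicate 2, 245 (2.43%, 2.15% to 2.75%) in XistΔ/Δ replicate 1 and 465 (2.57%, 2.35% to 2.81%) in XistΔ/Δ replicate 2. The mean share was 2.298% ± 0.141 (SD, n = 2) in WT and 2.50% ± 0.096 (SD, n = 2) in XistΔ/Δ. Both XistΔ/Δ libraries had a higher share than both WT libraries, which gives the smallest p-value this design allows (two-sided exact permutation test, p = 0.333). Within replicate numbers, the odds ratio of an X-linked peak in XistΔ/Δ against WT was 1.11 in replicate 1 (Fisher's exact p = 0.297) and 1.07 in replicate 2 (Fisher's exact p = 0.329), so the difference lay within counting error in each. Taking the first 50% of every list, chosen after the data were examined, moved the difference most, from 0.202 to 0.318 percentage points. With lists of equal length, also chosen then, the difference was 0.194 and the order of the libraries was lost: WT replicate 2 had 2.33% and XistΔ/Δ replicate 1 had 2.31% (two-sided exact permutation test, p = 0.667).

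**Figure D2:**
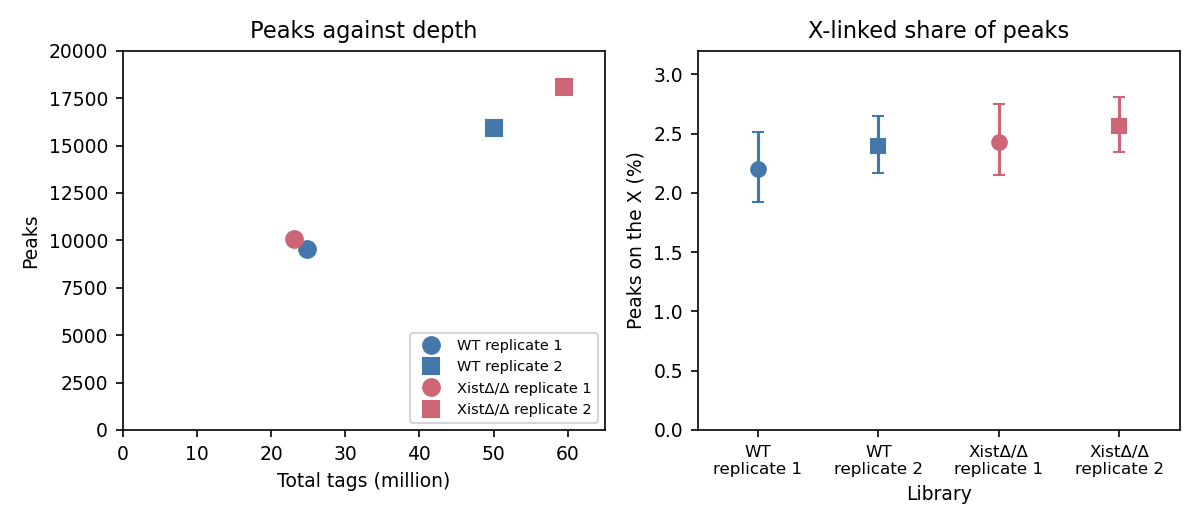
Left, number of YY1 peaks against total tags in M for each library. Right, share of peaks on the X chromosome in percent with 95% Wilson intervals. Circles are replicate 1 and squares replicate 2, blue WT and red XistΔ/Δ. Peaks range from 9553 to 18113 and are more numerous in the deeper replicate 2 libraries, and the X-linked shares range from 2.20% to 2.57% with overlapping intervals.

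TSS-proximal peaks made up 89.3% and 73.9% of the lists in WT replicates 1 and 2 and 85.7% and 70.0% in XistΔ/Δ replicates 1 and 2. The means were 81.6% ± 10.8 (SD, n = 2) and 77.8% ± 11.1 (SD, n = 2), a difference within the spread between replicates (two-sided exact permutation test, p = 0.667). That spread is between replicate numbers, which differ in depth. Within them the difference, XistΔ/Δ minus WT, was -3.57 and -3.93 percentage points, and the odds ratio stratified by replicate number was 0.797 (0.765 to 0.831, counting error only). With the 9553 peaks at the top of every list, chosen after the data were examined, the difference was -1.29 percentage points in the mean, -2.39 in replicate 1 and -0.188 in replicate 2. Both WT libraries (89.3% and 87.2%) then lay above both XistΔ/Δ libraries (86.9% and 87.0%), with the smallest p-value this design allows (two-sided exact permutation test, p = 0.333). Leaving out 1 library moved it most and changed its direction: it was 3.92 without WT replicate 1 and 4.10 without XistΔ/Δ replicate 2, and -11.4 and -11.6 without WT replicate 2 and XistΔ/Δ replicate 1.

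The overlap between libraries was measured as the share of the smaller list with a peak in the other list. It was 97.0% between the WT libraries and 98.0% between the XistΔ/Δ libraries, where a shallow library is set against a deep one. It was 97.4% and 96.7% between libraries that differ in both genotype and replicate number. Between genotypes within a replicate number, where depths are close, it was 83.7% in replicate 1 and 88.4% in replicate 2. Of the merged regions with a peak in either library of a pair, 55.9% and 52.4% had one in both for the WT and the XistΔ/Δ libraries, against 72.0% and 70.4% for replicates 1 and 2, so the order of the pairs depended on the measure. With the same number of peaks from every list, chosen after the data were examined, the overlap was 83.4% and 90.2% within replicates 1 and 2, 87.6% and 88.0% within WT and XistΔ/Δ, and 87.1% and 87.6% for the pairs that differ in both. No grouping by genotype or by replicate number was seen there. Merging gave 19768 regions. Of these, 14168 were consensus regions, with 364 on the X (265 TSS-proximal and 99 TSS-distal) and 13801 on autosomes (10621 TSS-proximal and 3180 TSS-distal). A peak in all 4 libraries was found in 7757 regions, 54.8% of the consensus regions, which is also the count that a rule of all 4 libraries in place of 2 gives.

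Presence or absence of a peak was compared first. KO-specific regions numbered 175 and WT-specific regions 64, or 239 in total. The crossed split of the same libraries (WT replicate 1 and XistΔ/Δ replicate 2 against the other two) gave 148 regions, 84 one way and 64 the other. The split by replicate number gave 3572, of which 3557 had peaks in the replicate 2 libraries only. With lists of equal length, KO-specific regions numbered 181 and WT-specific regions 193, so the excess of KO-specific over WT-specific regions was not seen there. Leaving out 1 library, and counting all merged regions with a peak in each remaining library of a genotype and in none of the other, gave 204 to 3850 KO-specific regions (1595 without WT replicate 2 and 3850 without XistΔ/Δ replicate 1) and 73 to 1766 WT-specific regions (1766 without WT replicate 1 and 1113 without XistΔ/Δ replicate 2).

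To ask whether these regions were concentrated on the X, their shares were compared with autosomes. KO-specific regions were 8 of the 364 X-linked consensus regions (2.20%) and 167 of the 13801 autosomal ones (1.21%), an odds ratio of 1.83 (95% interval 0.773 to 3.74, Fisher's exact p = 0.0926, adjusted p = 0.324). Among TSS-distal regions they were 5 of 99 on the X and 79 of 3180 on autosomes (odds ratio 2.09, 0.645 to 5.25, Fisher's exact p = 0.108, adjusted p = 0.324). Among TSS-proximal regions they were 3 of 265 and 88 of 10621 (odds ratio 1.37, 0.276 to 4.18, Fisher's exact test, adjusted p = 0.75). None of these passed the threshold in the full lists. In lists of equal length, an alternative chosen after the data were examined, KO-specific regions were 18 of 242 on the X and 163 of 9494 on autosomes, an odds ratio of 4.60 (2.61 to 7.67, Fisher's exact test, adjusted p = 3.22e-06). Under the other alternatives that keep all 4 libraries, the adjusted p of that test was 0.254 to 0.458 by Fisher's exact test. Without WT replicate 2 the odds ratio was 1.81 (1.33 to 2.43) over all, 2.22 (1.53 to 3.18) over TSS-proximal and 0.725 (0.408 to 1.25) over TSS-distal regions. The only WT-specific region on the X was the one at the start of Xist, against 63 on autosomes (odds ratio 0.601, 0.0149 to 3.49, Fisher's exact test, adjusted p = 1).

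The 5 KO-specific regions on the X with the highest ranks lay at 50568854 to 50569867 in an exon of the noncoding gene Firre (ENSMUSG00000085396.7), at 48428081 to 48428948 and 48429240 to 48430251 in an intron of Elf4 (ENSMUSG00000031103.12), at 96130111 to 96131032 in an intron of Msn (ENSMUSG00000031207.16) and at 20658097 to 20658731 over the UTR of Uba1 (ENSMUSG00000001924.15). Their percentiles ranged from 40.6 to 70.2 in XistΔ/Δ replicate 1 and from 15.9 to 46.8 in XistΔ/Δ replicate 2, and 40.6 is the percentile of the most frequent peak width in XistΔ/Δ replicate 1. On autosomes, the KO-specific regions with the highest ranks lay in an intron of Vav1 (ENSMUSG00000034116.17, chromosome 17, 57288895 to 57292355), upstream of Tdpoz3 (ENSMUSG00000058005.3, chromosome 3, 93822103 to 93824002) and upstream of Coil (ENSMUSG00000033983.13, chromosome 11, 88967827 to 88969602). The Vav1 region was at percentiles 98.8 and 98.5 in XistΔ/Δ replicates 1 and 2, with peaks of 2333 and 3461 bp. The Vav-iCre transgene used for the deletion contains Vav1 sequence. The WT-specific autosomal regions with the highest ranks lay in an exon of Gm6345 (ENSMUSG00000096964.1, chromosome 1, 170254817 to 170256054), an intron of Ptpn3 (ENSMUSG00000038764.14, chromosome 4, 57262554 to 57263717) and an intron of Vps37b (ENSMUSG00000066278.6, chromosome 5, 124021429 to 124022723). Their percentiles in WT ranged from 42.1 to 67.4.

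Next, regions that ranked higher or lower in XistΔ/Δ in both replicate numbers were compared. The same direction in both follows the study, which measured read intensity where width was ranked here. Higher-ranked regions were 98 of 364 on the X (26.9%) and 2678 of 13801 on autosomes (19.4%), an odds ratio of 1.53 (1.20 to 1.94, Fisher's exact p = 0.000617, adjusted p = 0.00185). Among TSS-distal regions they were 33 of 99 on the X (33.3%) and 489 of 3180 on autosomes (15.4%), an odds ratio of 2.75 (1.73 to 4.29, Fisher's exact p = 1.62e-05, adjusted p = 9.73e-05). Among TSS-proximal regions they were 65 of 265 (24.5%) and 2189 of 10621 (20.6%), an odds ratio of 1.25 (0.928 to 1.67, Fisher's exact p = 0.125, adjusted p = 0.15). Lower-ranked regions were 50 of 364 on the X (13.7%) and 2613 of 13801 on autosomes (18.9%, odds ratio 0.682, 0.494 to 0.924, Fisher's exact test, adjusted p = 0.0177). They were fewer on the X among TSS-proximal regions (14.3% against 21.7%, odds ratio 0.604, 0.415 to 0.857, Fisher's exact test, adjusted p = 0.00624) and not distinguishable among TSS-distal ones (12.1% against 9.69%, odds ratio 1.29, 0.633 to 2.40, adjusted p = 0.391). The direction of the TSS-distal value for lower-ranked regions changed with the rank used, to 0.695 by the order in the list.

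Regions with a peak in neither library of a replicate number cannot rank higher in both, and such regions were less frequent on the X among TSS-distal regions: 33.3% of these had peaks in the replicate 2 libraries only, against 53.0% on autosomes. Among TSS-proximal regions they were more frequent on the X, with 24.9% against 16.7%, so the TSS-distal odds ratios over all consensus regions are biased upwards and the TSS-proximal ones downwards. With the comparison restricted to regions that had a peak in at least 1 library of each replicate number, chosen after the data were examined, higher-ranked TSS-distal regions were 33 of 63 on the X (52.4%) and 489 of 1489 on autosomes (32.8%), an odds ratio of 2.25 (1.31 to 3.87, Fisher's exact test, adjusted p = 0.00732). Over the alternatives that keep both replicate numbers, the adjusted p of the TSS-distal test ranged from 2.22e-05 to 0.117 (Fisher's exact test). The TSS-proximal odds ratio was then 1.47 (1.07 to 2.01, Fisher's exact test, adjusted p = 0.0256), past the threshold. With the order in the list as the rank in the same regions, it was 1.28 (0.929 to 1.75, Fisher's exact p = 0.121) and the TSS-distal one 2.29 (1.33 to 3.97, Fisher's exact p = 0.00138). Among regions with a peak in all 4 libraries, 20 of 39 TSS-distal regions on the X (51.3%) and 212 of 599 on autosomes (35.4%) were higher-ranked, an odds ratio of 1.92 (0.949 to 3.89, Fisher's exact test, adjusted p = 0.0876), and the TSS-proximal odds ratio was 1.57 (1.07 to 2.29, adjusted p = 0.0479). By the order in the list these were 1.71 (0.837 to 3.45, Fisher's exact p = 0.117) and 1.12 (0.737 to 1.67, Fisher's exact p = 0.543). With the summed width of the peaks in a region as the rank, chosen after the data were examined, the odds ratios over all consensus regions were 2.73 (1.72 to 4.26) for TSS-distal and 1.28 (0.95 to 1.71) for TSS-proximal regions. Whether TSS-distal and TSS-proximal regions differed in their odds ratio also depended on the regions used. Zelen's exact test of equal odds ratios gave p = 0.00313 over all consensus regions, p = 0.179 over regions with a peak in at least 1 library of each replicate number and p = 0.705 over regions with a peak in all 4 libraries. By the order in the list, the exact p-values were 0.000733, 0.0723 and 0.329. Within replicate numbers, TSS-distal regions ranked higher in XistΔ/Δ on the X in 45.5% against 28.4% in replicate 1 (odds ratio 2.10) and in 58.6% against 47.5% in replicate 2 (odds ratio 1.56). Among regions with a peak in that replicate number, chosen after the data were examined, the odds ratios were 1.40 (0.806 to 2.50) and 1.68 (1.09 to 2.61), so much of the value in replicate 1 came from missing peaks. When the genotype labels were exchanged in replicate 2, the TSS-distal odds ratio was 0.837 (0.4 to 1.59, Fisher's exact p = 0.76).

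**Figure D3:**
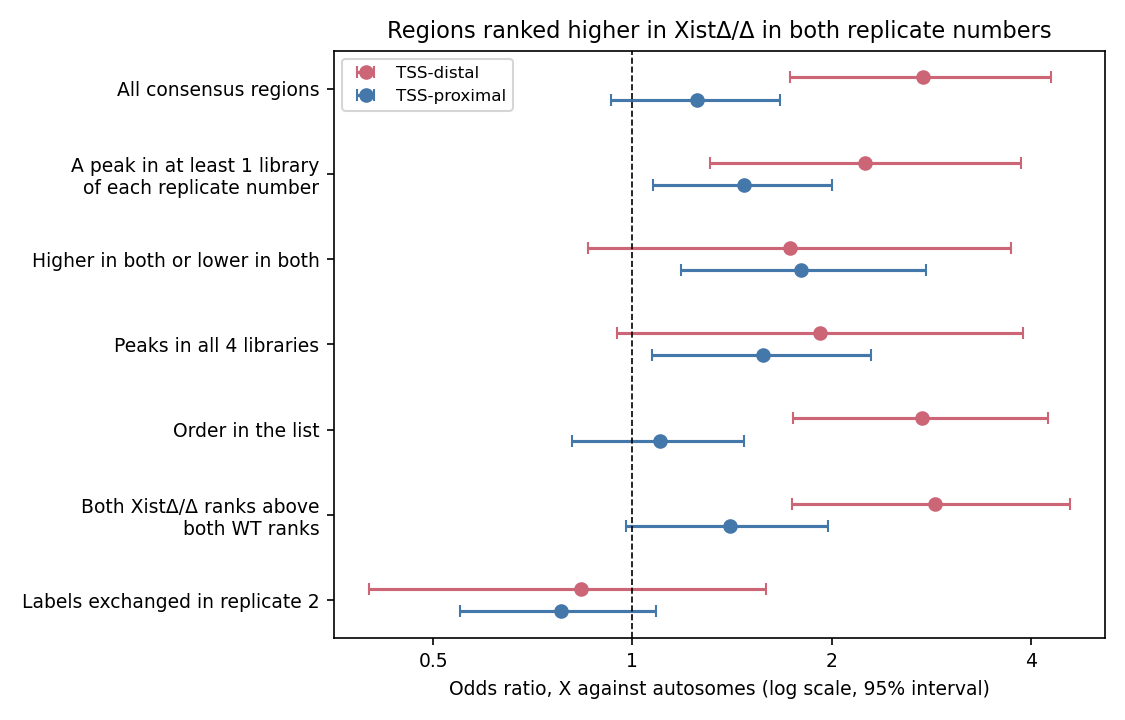
Odds ratio (points, log scale) with 95% intervals (lines) for a region to rank higher in XistΔ/Δ in both replicate numbers, X chromosome against autosomes, for TSS-distal (red) and TSS-proximal (blue) regions in each set of regions or with each ranking rule. The TSS-distal odds ratio lies between 1.73 and 2.87 under the upper 6 settings, with intervals that include 1 among regions higher or lower in both and among regions with peaks in all 4 libraries, and at 0.837 with the labels exchanged.

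With chromosomes in place of regions as the unit, the X had the highest share of higher-ranked regions among the 20 chromosomes. The share was 26.9% on the X against 15.4% to 24.4% on the 19 autosomes over all regions, and 33.3% against 11.7% to 20.9% over TSS-distal regions. A rank of 1 among 20 has a one-sided p-value of 0.05, the smallest possible. Among TSS-proximal regions the X ranked 2, with 24.5% against 16.4% to 27.1%. That rank depended on the setting. It was 1 among regions with a peak in all 4 libraries (36.7% against a highest autosome of 31.5%). It was also 1 among regions with a peak in at least 1 library of each replicate number, and without replicate 1. By the order in the list it was 5, and without replicate 2 it was 9. Among TSS-distal regions with a peak in all 4 libraries the X ranked 2, with 51.3% against a highest autosome of 55.6%. When each autosome was set against the other autosomes by the same Fisher's exact test, 4 of 19 had an unadjusted p-value under 0.05 over all regions, 3 of 19 over TSS-proximal and 0 of 19 over TSS-distal regions, so the region-level p-values over all and TSS-proximal regions understate the differences between chromosomes.

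**Figure D4:**
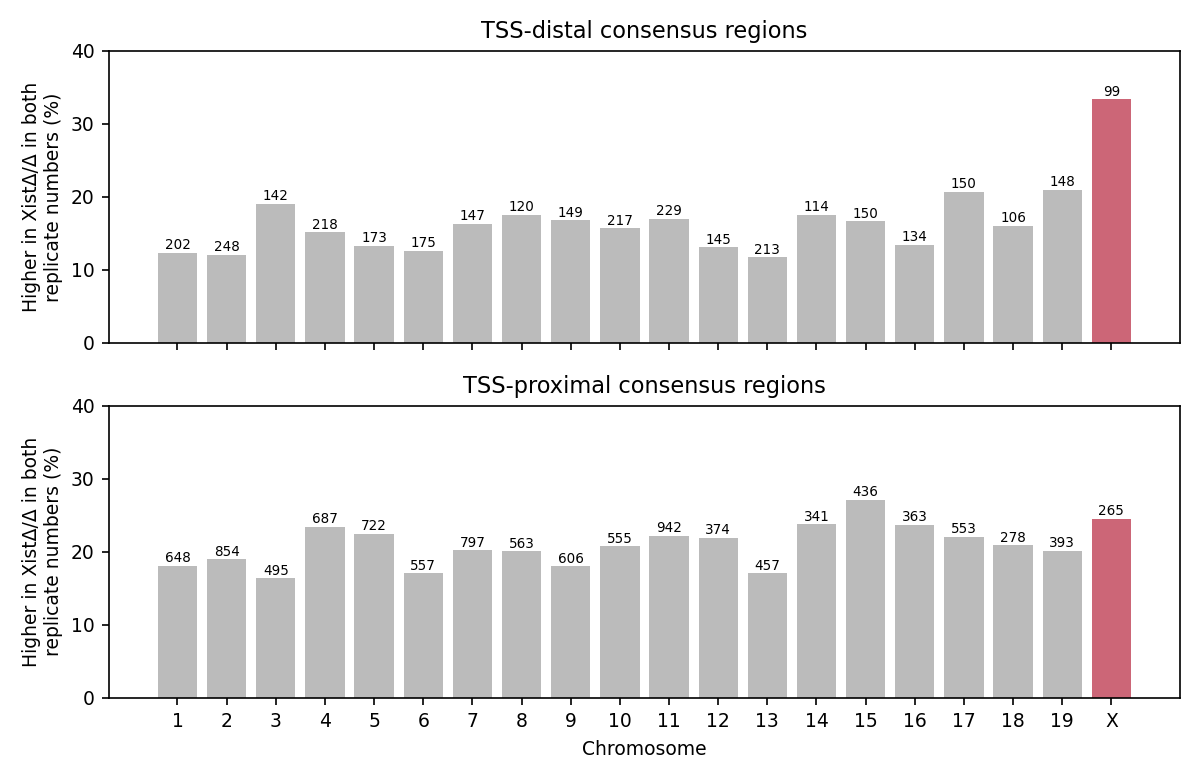
Percent of TSS-distal (top) and TSS-proximal (bottom) consensus regions that ranked higher in XistΔ/Δ in both replicate numbers, by chromosome, with the number of regions above each bar and the X in red. The X reaches 33.3% of 99 TSS-distal regions, above the highest autosome at 20.9%, and 24.5% of 265 TSS-proximal regions, below the highest autosome at 27.1%.

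The last comparison concerned promoters of 12 X-linked genes that the study names as escape genes upregulated after Xist loss or, for Firre, as an example of YY1 binding at enhancers. Consensus regions lay within 3 kb of a TSS of 11 of them and not of Tmem29. Over these genes, 11 of 18 promoter regions (61.1%) were higher-ranked, against 54 of the other 247 TSS-proximal regions on the X (21.9%), an odds ratio of 5.62 (1.87 to 17.8, Fisher's exact p = 0.000674). Firre contributed 5 of the 18 regions and Ftx (ENSMUSG00000086370.9) 3. Among regions with peaks in all 4 libraries, 5 of 10 against 42 of 118 were higher-ranked (odds ratio 1.81, 0.39 to 8.31, Fisher's exact p = 0.496). These 10 regions are part of the 18, and that filter also removes promoters where only WT lacks a peak. Its interval is wide and includes 5.62, so it cannot decide how much of the result rests on missing peaks. At Ddx3x (ENSMUSG00000000787.12, 13279560 to 13283369, over the UTR and a coding exon), a wide peak was present in all 4 libraries. Its width was 2464 and 2939 bp in WT and 2865 and 3810 bp in XistΔ/Δ, and its percentile rose from 97.9 to 99.6 in replicate 1 and from 96.5 to 99.1 in replicate 2. The region at the 5′ end of Ftx (103620298 to 103624134) held 2 peaks in each WT library and 1 joined peak in each XistΔ/Δ library. Its percentile by the widest peak moved from 67.1 to 99.0 in replicate 1 and from 93.2 to 99.0 in replicate 2, which in part reflects the joining, since by summed width it moved from 84.7 to 98.5 and from 97.8 to 98.8. Of the 3 Ftx regions, only this 1 was higher-ranked, and the others were neither higher-ranked nor lower-ranked. The Ftx region from 103615830 to 103617895 had a peak in all 4 libraries. Its percentile fell from 78.1 to 59.8 in replicate 1 and rose from 84.5 to 88.7 in replicate 2. The promoters of Utp14a, Pbdc1, 1810030O07Rik and 5430427O19Rik each had a higher-ranked region with a peak in 3 libraries, where WT replicate 1 had none. Of the 5 Firre regions, 4 were higher-ranked. At Eif2s3x the promoter region was higher-ranked by width (percentile 86.7 to 90.9 in replicate 1 and 82.1 to 88.0 in replicate 2) and not by the order in the list. At Kdm6a, Kdm5c and Tmem164 it was neither higher-ranked nor lower-ranked by width, and at Kdm6a it was lower-ranked by the order in the list (percentile 99.2 to 98.9 in replicate 1 and 99.20 to 99.15 in replicate 2).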

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

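Tests and alternatives that use the order in the lists, lists of equal length, the first 50% of every list, peaks per M tags, peak numbers without 1 library, regions with a peak in at least 1 library of each replicate number, regions higher or lower in both, Firre left out, the summed width of peaks and the promoters of listed genes were chosen after the data were examined. Alternatives that needed the score (peaks over the median score, top-scoring peaks, rank of the score) were not run, because the score is 1 for every peak. Leaving out an XistΔ/Δ library gives no KO-specific consensus region, and leaving out a WT library no WT-specific one, since a single library cannot make a consensus region of 3.

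The number of peaks, the X-linked share and the TSS-proximal share stayed in their direction under all alternatives tried that keep 4 libraries. With lists of equal length the X-linked shares of the genotypes overlapped. For these results the exact permutation test over the libraries cannot give a p-value under 0.333, so its threshold says nothing about their stability. The ratio of peak numbers ranged from 0.791 to 1.48 when 1 library was left out. The difference in X-linked share ranged from 0.102 to 0.301 percentage points when 1 library was left out. The difference in TSS-proximal share ranged from -11.6 to 4.10, since leaving out a library unbalances the depths.

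Overlaps, as the share of the smaller list, fell slightly when 50% of the shorter peak had to be shared: to 96.3% within WT, 82.5% within replicate 1, 96.5% for WT replicate 1 with XistΔ/Δ replicate 2 and 87.6% within replicate 2. With lists of equal length they were 87.6% within WT, 88.0% within XistΔ/Δ, 87.1% and 87.6% for the pairs that differ in both and 90.2% within replicate 2. The falls follow from removing the difference in length, and the cause of the rise within replicate 2 was not tested.

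Consensus regions fell from 14168 to 7757 when all 4 libraries were required and to 7607 with the first 50% of every list, which follows from the construction of both. With lists of equal length WT-specific regions numbered 193. Leaving out 1 library gave 204 to 3850 KO-specific and 73 to 1766 WT-specific regions, counted over all merged regions and not only consensus regions, because a genotype then rests on a single library.

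With lists of equal length, the odds ratios of KO-specific regions on the X rose past the threshold, to 4.60 over all, 4.53 over TSS-proximal and 3.16 over TSS-distal regions, and that of WT-specific regions moved to 1.04. The cause was not tested. Without the regions in Xist, no WT-specific region was left on the X, and the TSS-proximal odds ratio was 0. Without XistΔ/Δ replicate 2, the odds ratios of WT-specific regions were 1.02 (0.659 to 1.52) over all and 1.55 (0.991 to 2.33) over TSS-proximal regions. Over TSS-distal regions the value was then 0 (0 to 0.310). Without XistΔ/Δ replicate 1 the values were 0.535 over all, 1.09 over TSS-proximal and 0 over TSS-distal regions.

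Over all regions, the odds ratio of higher-ranked regions was 1.38 without replicate 1 and 1.20 without replicate 2, where the interval includes 1. Among regions with a peak in all 4 libraries it was 1.76 by width. By the order in the list it was 1.33 there (0.937 to 1.86, Fisher's exact p = 0.0929). The odds ratio of higher-ranked TSS-distal regions kept its direction under all alternatives. Over all consensus regions, or all but those in Firre, it ranged from 1.56 without replicate 1 and 2.10 without replicate 2 to 3.05 without Firre. Among regions with a peak in a remaining library, chosen after the data were examined, it was 1.68 without replicate 1 and 1.40 without replicate 2, where the interval includes 1. It lost significance among regions with a peak in all 4 libraries (1.92), where 39 X-linked regions are left, and among regions higher or lower in both (1.73). For TSS-proximal regions it passed the threshold with a change of at least 5 percentile points (1.62), among regions with peaks in all 4 libraries (1.57), among regions higher or lower in both (1.80) and among regions with a peak in at least 1 library of each replicate number (1.47). By the order in the list the last 3 of these sets gave 1.12 (Fisher's exact p = 0.543), 1.51 (Fisher's exact p = 0.0479) and 1.28 (Fisher's exact p = 0.121) for TSS-proximal regions, and 1.71 (Fisher's exact p = 0.117), 2.96 (Fisher's exact p = 0.0105) and 2.29 (Fisher's exact p = 0.00138) for TSS-distal ones. Lower-ranked regions on the X were no longer significantly fewer with a change of at least 5 percentile points (0.687 over all and 0.697 over TSS-proximal regions) or with peaks in all 4 libraries (0.70 and 0.637), nor over all regions by the summed width of peaks (0.726). The cause was not tested. The TSS-distal odds ratio of lower-ranked regions had no fixed direction. It was 0.486 without pairing, 0.723 with a change of at least 5 points and 0.695 by the order in the list. Among regions with a peak in at least 1 library of each replicate number it was 0.902. It was 0.568 without replicate 1 and 1.18 without replicate 2 (0.596 and 0.715 among regions with a peak in a remaining library). The values without replicate 1 had intervals that exclude 1 (counting error only). The values above 1, such as 1.29 over all consensus regions, had intervals that include 1. The odds ratio for promoters of listed genes was 1.81 among regions with peaks in all 4 libraries.

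The labels do not say whether replicate numbers pair the libraries. Deviations from the genotype means correlated at 0.277 across consensus regions between libraries of the same number. Without the replicate block, which here means that both XistΔ/Δ percentiles lay above both WT percentiles, the odds ratios of higher-ranked regions were 1.76 over all, 1.41 over TSS-proximal and 2.87 over TSS-distal regions. With the replicate number as a block, the ratio of peak numbers was 1.09, and the stratified odds ratios of an X-linked and a TSS-proximal peak in XistΔ/Δ were 1.09 (0.972 to 1.21) and 0.797 (0.765 to 0.831). Without the block the TSS-proximal one was 0.791 (0.759 to 0.824), so both exclude 1 by counting error. The block changed no call at the threshold. Depth limits the TSS-distal results most, since 53.0% of such autosomal regions had peaks in the replicate 2 libraries only.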

Other observations

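The tests of the rank used, of regions without a peak in either library of a replicate number, of an equal shift of the whole X, of the crossed split, of neighbouring autosomal regions, of lists of equal length, of Vav1 and of the segment on chromosome 13 were chosen after the result or part of it was seen.

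Higher-ranked TSS-distal regions were more frequent on the X than on autosomes in these libraries, and several technical explanations were tested. With the labels exchanged in replicate 2 the odds ratio was 0.837, but this follows from values over 1 in each replicate number and tests nothing further. With 2 libraries per genotype, chance differences between single libraries that line up with genotype and an effect of genotype cannot be told apart. The order in the list gave 2.74, but it follows width so closely (rank correlation 0.922 to 0.961) that width as the measure stays an open cause. The locus Firre alone does not account for the result, since the odds ratio without its regions was 3.05. Nor does counting neighbours within 100 kb repeatedly, since the median over 1000 random choices of 1 region per 100 kb was 3.60. Both tests used all consensus regions, where the value is inflated. Grouping over longer distances was not tested and stays open: several of the 33 regions lay between 12005294 and 13462392, on both sides of Ddx3x. Over all consensus regions, 0 of the 19 autosomes had a TSS-distal odds ratio as large as the X. By the share of higher-ranked TSS-distal regions, the X also ranked 1 among regions with a peak in at least 1 library of each replicate number. Among regions with a peak in all 4 libraries it ranked 2 (51.3% against a highest autosome of 55.6%). Regions that cannot rank higher in both replicate numbers inflate the value without making all of it, as it was 2.25 without them. Peaks missing from some library remain open as part of the cause: with a peak in all 4 libraries the odds ratio was 1.92 with an interval that includes 1. That filter also removes regions where only WT lacks a peak, and its interval (0.949 to 3.89) includes 2.75 too, so it cannot decide this. Whether these regions are direct YY1 sites also stays open. The core of the YY1 motif, AANATGGC on either strand, was sought in the central 500 bp and in windows 5 kb to either side. It was in 24.2% of the 33 regions and 13.6% of their windows (odds ratio 2.03, 0.599 to 6.67, Fisher's exact p = 0.258). Over all 99 TSS-distal regions on the X, which include the 33, it was 28.3% against 14.1% (odds ratio 2.39, 1.26 to 4.52, Fisher's exact p = 0.0045). The odds ratios were similar and the 33 regions are few, so the larger p-value does not show a lack of the motif. A change in YY1 binding after Xist loss is an open explanation that these lists do not separate from more open chromatin, since no input library entered the peak calls.

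An equal shift of the whole X is a candidate explanation that these data do not exclude. TSS-proximal and TSS-distal odds ratios differed over all consensus regions (Zelen's exact p = 0.00313) and with the order in the list (exact p = 0.000733). They did not among regions with a peak in at least 1 library of each replicate number (exact p = 0.179 by width and 0.0723 by the order in the list). Among regions higher or lower in both, a set chosen by the outcome itself, they were 1.80 and 1.73 by width (exact p = 1) and 1.51 and 2.96 by the order in the list (exact p = 0.20). Missing peaks push the 2 odds ratios apart over all consensus regions, and among regions with a peak in the replicate number compared they did not differ in replicate 1 (1.28 and 1.40, exact p = 0.88) or replicate 2 (1.31 and 1.68, exact p = 0.332). A shift confined to TSS-distal regions and a shift of the whole X cannot be told apart here, because the difference was significant only with regions that cannot rank in both replicate numbers included. Lower-ranked TSS-proximal regions were also fewer on the X.

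On autosomes, 230 regions were specific to a genotype, against 143 in the crossed split of the same libraries. With 1 crossed split, and regions that are not independent of their neighbours, differences between libraries that ignore genotype and differences that follow it cannot be told apart. These regions lay close together: 73 pairs were within 1 Mb of each other, against a median of 45 in 10000 random draws of as many consensus regions of the same TSS class, and 0.1% of draws reached 73. Blocks of DNA that differ between the mice, which are of mixed strain background, are a candidate explanation. The crossed split showed an excess as well (35 pairs against a median of 17), so blocks that follow genotype and the clustering of weak peaks in general cannot be told apart.

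The group with the most members was on chromosome 13 from 119597640 to 119683389, around Ccl28, with 7 KO-specific regions and 1 WT-specific region in 85.8 kb. The segment held 7 and 5 peaks in WT replicates 1 and 2 and 20 and 16 in XistΔ/Δ replicates 1 and 2. Depth does not account for this, since the shallower XistΔ/Δ library had the 20 peaks. A difference in copy number or strain of this segment stays possible and was not tested, as does a change that follows from Xist loss.

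Vav1 had the highest-ranked KO-specific region on autosomes. Of the 4 consensus regions in the gene (chromosome 17, 57279100 to 57328031) and the 5 kb upstream of it, all 4 ranked higher in XistΔ/Δ in replicate 1 and 3 in both replicate numbers, against 1 of 6 in the 100 kb to either side (Fisher's exact p = 0.19). The Vav-iCre transgene brings extra copies of Vav1 sequence into the cells that carry it, and peaks called without an input library may count such copies as binding. This needs WT mice without the transgene, which the labels do not state. With so few regions, chosen after they were seen, extra copies and a change in binding at the endogenous gene cannot be told apart. The absent peak at the start of Xist has a like limit. Where the sequence under a peak is deleted, its loss says nothing about binding, and the bounds of the deletion were not used here.

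The lower TSS-proximal share in XistΔ/Δ had different behaviour in the replicate numbers. With the same number of peaks from every list, the difference was -0.188 percentage points in replicate 2 (Fisher's exact p = 0.714), so the larger number of peaks called in XistΔ/Δ replicate 2 is a likely cause there. In replicate 1 it was -2.39 (Fisher's exact p = 3.99e-07, counting error only), so the number of peaks does not account for it. In these lists WT replicate 1 had 89.3%, WT replicate 2 had 87.2%, and XistΔ/Δ replicates 1 and 2 had 86.9% and 87.0%. WT replicate 1 thus stood apart from WT replicate 2 nearly as far as from XistΔ/Δ replicate 1. A difference in library quality and one in binding stay open as untested.

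The YY1 motif core was also found in 24.2% of the 265 TSS-proximal consensus regions on the X and in 13.7% of the 10621 on autosomes, with 9.06% and 9.11% in their flanking windows. The difference between X and autosomes was not tested.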
